A study of Mus musculus with 6 samples.

How the data were processed

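RNA sequencing libraries were made from dendritic cells grown from mouse bone marrow and treated for 12 hours with calcium hydroxide nanoparticles (3 libraries) or with vehicle (3 libraries). Groups and replicate numbers were taken from the sample titles and treatment labels. Per the labels' protocols, total RNA was extracted with a column kit that also keeps small RNA, and 1 µg of it went into a NEBNext Ultra II RNA library for Illumina sequencing. The labels do not say how ribosomal RNA was removed, nor do they state the strand, read length, aligner, counting tool, genome build or normalization.

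The authors deposited 2 tables with 1 value per gene and library, one of which is named for read counts. Both hold 23398 genes, and all 140388 values are identical between them. The values are not whole numbers. They were treated as FPKM deposited by the authors, a unit inferred from the values because no header or label names it. With the merged exon lengths of GENCODE M21, 95.8% to 96.1% of the values above 0 in each library became whole numbers of reads (within 0.01 of a whole number) when multiplied by gene length and 1 scale per library. Gene lengths that did so were also found for all 242 abundant genes for which the annotated length did not, for example 866 bases in place of 3469 for Fth1. The library scales recovered in this way were proportional to median-of-ratios size factors of the recovered reads, computed here over 13983 genes, with differences of at most 0.0145%. They were not proportional to the library totals. Thus the deposited FPKM already carry a scaling between libraries of the kind DESeq2 applies, which is a deduction from the values and not a statement by the authors. 

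This processing affects the measurements in several ways. The scaling assumes that most genes do not change, so a shift shared by most genes would be hidden. Reads shared between near-identical genes were handled in a way that is not stated, so values of families such as the histones, the MHC class I heavy chains H2-K1 and H2-D1, and Gapdh with its many pseudogene copies are uncertain, as are genes that overlap others. The tables list no gene with 0 in all libraries. The names of 22 genes had been turned into calendar dates, as spreadsheets do. Gene IDs matched GENCODE M21 for 23388 genes, and 10 had no match. Positions in the text are those of that annotation on GRCm38, and the build used by the authors is not stated. Recovered totals were 17315113 to 22006662 reads per library, which sets the counting error. A value resting on 3 reads or fewer was treated as the floor. The floor covers counting error only, since reads without molecular identifiers are not independent molecules.

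The design fixed before the data were examined had assumed raw counts. Because the values are FPKM, edgeR and DESeq2 tests were not used, and limma 3.58.1 in R 4.3.3 was used in their place. Genes with at least 1 FPKM in at least 3 libraries were kept (10682 genes), 1 was added to the FPKM, log2 was taken, and a linear model with group as its single term was fitted with lmFit and moderated with eBayes with a mean-variance trend. Adjusted p-values are those of Benjamini and Hochberg, with a threshold of 0.05. Log2 changes are on the log2(FPKM + 1) scale, which understates the change of low genes. With 3 libraries per group, the prior of the moderation carried 2.33 degrees of freedom. The spread is set largely by nanoparticle library 1, which was kept in the primary comparison because no label gives a reason to leave it out, and was left out only in the alternatives that omit each library in turn.

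Before the data were examined, 14 gene lists were fixed, 10 of functions (maturation, MHC class I, MHC class II, inflammatory cytokines, type I interferon response, lysosome, calcium handling, unfolded protein response, glycolysis and cell cycle) and 4 of cell types (neutrophil, macrophage, dendritic cell, and mast cell and basophil markers). Lists with at least 5 tested genes were tested with camera at an inter-gene correlation of 0.01. Aldoa was left out of the glycolysis list because its name is not unique. The rule for genes named in the text was fixed at the same time: among genes past the threshold with groups that did not overlap and a mean of at least 5 in the higher group, the 5 largest increases, the 5 largest decreases, and up to 3 members of each list with the smallest adjusted p. FPKM stood in for CPM in this rule. It gave 43 genes, of which 1 is not reported here. Library measures were compared with exact permutation tests in scipy 1.17.1 under Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

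Replicates were compared for duplicates with a chi-square test of the recovered reads over genes with at least 20 reads. The chi-square per degree of freedom was 2.87 to 5.36 between vehicle libraries, 11.8 between nanoparticle libraries 2 and 3, and 174 and 231 between these and nanoparticle library 1, so no pair agreed within sampling noise. The labels give no sequencing or library batch.

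The procedure was tested on simulated reads drawn around the real vehicle and library levels with a dispersion fixed at a low value. All 199 changed genes among the 10532 genes tested were called with 0 in the wrong direction, and 17 unchanged genes were called, 7.87% of the calls. Genes raised 4-fold had a median fitted log2 change of 1.84. The list that was shifted was called and 0 unshifted lists were. With no gene changed, 0 of 10546 genes were called. The simulation did not include a library that departs from its group. It also drew each gene independently, so it does not test camera on lists whose genes vary together.

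Alternatives fixed before the data were examined were scaling by total reads, upper quartile scaling, no filter, a filter of at least 10 counts in every library, limma-voom, a pseudocount of 0.1 should the values prove normalized, the replicate number as a block, leaving out each library in turn, and fry and estimated-correlation camera for the lists. The scalings by total reads and upper quartile, the filter of 10 and limma-voom had been written for counts. Once the unit was known, the scaling factors and the filter were taken from the recovered reads and applied to the FPKM, and limma-voom was run on the recovered reads. Scaling by trimmed means of M values, removal of gene length or GC content trends per library (loess, span 0.5), a minimum of 0.5 FPKM and fry with the replicate block were added after the data had been seen.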

Results

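Dendritic cells grown from mouse bone marrow, the cells of the immune system that take up antigen and present it to T cells, were exposed to calcium hydroxide nanoparticles or to vehicle for 12 hours, and their RNA was sequenced. The series holds 3 vehicle libraries and 3 nanoparticle libraries, each made from 1 µg of total RNA. The design asks which transcripts differ between treated and untreated cells. Expression was deposited in FPKM (fragments per kilobase of transcript, relative to the size of the library) for 23398 genes, and the read totals recovered from these values were 17729593, 17315113 and 18253734 reads for vehicle libraries 1 to 3 and 17820119, 18479425 and 22006662 reads for nanoparticle libraries 1 to 3.

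The libraries of both groups were similar in depth, with recovered totals that did not differ beyond the replicate spread (exact permutation test, two-sided, p = 0.2, Benjamini-Hochberg adjusted p = 0.4 over 10 library measures, n = 3 per group). With 3 libraries against 3 this test cannot give a p below 0.1. The share of reads from mitochondrially encoded genes was 2.43% ± 0.106 (SD, n = 3) in vehicle and 2.36% ± 0.160 (SD, n = 3) in nanoparticle libraries (exact permutation p = 0.5, adjusted p = 0.556). The 10 most abundant genes took 13.5% ± 0.396 and 13.04% ± 1.33 of reads (SD, n = 3 each, exact permutation p = 0.9, adjusted p = 0.9). The number of genes with a value above 0 was 18281 ± 64.5 in vehicle (SD, n = 3) and 17392 ± 1212 in nanoparticle libraries (SD, n = 3, exact permutation p = 0.4, adjusted p = 0.5). Nanoparticle libraries 2 and 3, at 17105 and 16349 genes, lay below every vehicle library (18207 to 18325), and nanoparticle library 1, at 18722, lay above them. A complete separation of the groups, which gives the smallest p that the design allows (exact permutation p = 0.1, adjusted p = 0.25), was seen for the mitochondrial ribosomal RNA share, the share of the ferritin heavy chain gene Fth1, the sum of FPKM and the recovered reads per unit of the authors' library scale. None of these was among the library measures fixed before the data were examined. Recovered reads per unit of scale were 0.890, 0.873 and 0.874 in the vehicle libraries and 1.09, 1.12 and 1.14 in the nanoparticle libraries, so the deposited values place nanoparticle libraries higher, relative to their totals, than plain depth scaling would.

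Nanoparticle library 1 differed from the other nanoparticle libraries. Across the 10682 tested genes, which are not independent replicates, the correlation of log2(FPKM + 1) between vehicle libraries was 0.9926 to 0.9938. It was 0.9895 between nanoparticle libraries 2 and 3, but 0.9423 and 0.9282 between nanoparticle library 1 and libraries 2 and 3. The first principal component carried 77.1% of the variance and separated the groups, and the second, with 18.1%, separated nanoparticle library 1 (39.3) from libraries 2 (-19.9) and 3 (-30.5). In nanoparticle library 1, 1257 genes lay more than 2-fold from the mean of the other libraries of its group, against 152 and 337 genes for nanoparticle libraries 2 and 3 and 36 to 47 genes for the vehicle libraries.

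**Figure D1:**
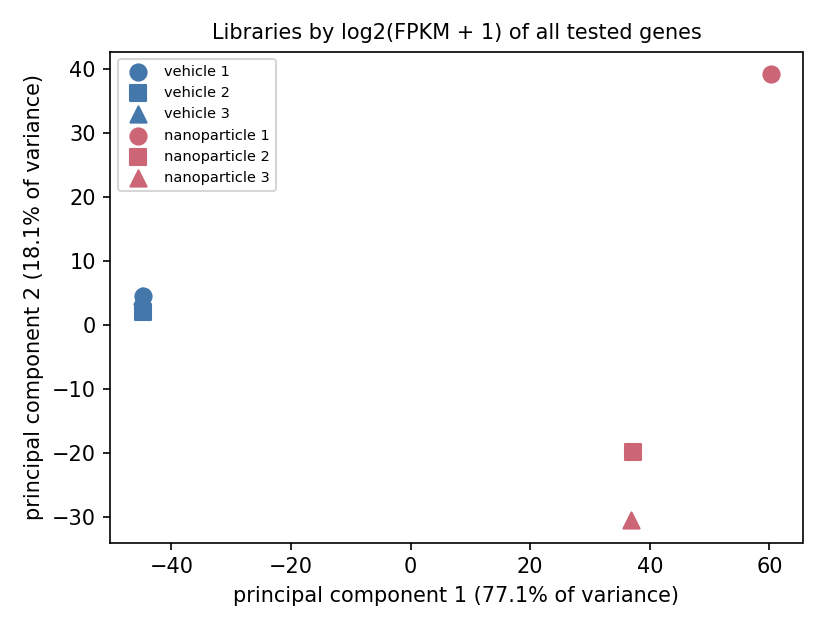
Principal component scores of the 6 libraries from log2(FPKM + 1) of all 10682 tested genes, with the first component (77.1% of variance) on the x axis and the second (18.1%) on the y axis, one point per library, blue for vehicle and red for nanoparticle. The vehicle libraries lie close together near -44.7 on the first component, and nanoparticle library 1 stands at 60.3 and 39.3, away from nanoparticle libraries 2 and 3.

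Expression was compared with limma's moderated test on log2(FPKM + 1) for the 10682 genes with at least 1 FPKM in at least 3 libraries. At a Benjamini-Hochberg adjusted p under 0.05, 3550 genes differed, 1817 of them higher and 1733 lower with nanoparticles, and 1412 of them changed at least 2-fold on this scale. An unadjusted p under 0.05 was reached by 4743 genes. The groups did not overlap in 5565 genes (52.1%), where chance gives 10% for 3 libraries against 3. The alternative that moved the total most was leaving out nanoparticle library 1, which gave 6923 genes, and all of the 3550 genes were among them. Leaving out 1 vehicle library gave 2141 to 2226 genes. The balance of directions rests on the scaling: with libraries scaled by their recovered read totals, 1109 genes were higher and 3610 lower, and the median log2 change of all tested genes was -0.28 in place of 0.00. Directions below are therefore relative to the median-of-ratios scale of the deposited values.

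The genes with the largest fitted increases, among those past the threshold with separated groups and at least 5 FPKM in the higher group, were cytokine, chemokine and prostaglandin synthesis genes. Each of these genes is protein coding, and positions are those of GENCODE M21 on mouse build GRCm38. Ccl5 (ENSMUSG00000035042) lies on the minus strand of chromosome 11, from 83525778 to 83530518. It was at 2.79 ± 0.385 FPKM in vehicle and 3048 ± 2396 FPKM with nanoparticles (SD, n = 3 each), a log2 change of 9.39 (SE 0.492, limma adjusted p = 9.8e-05). Nanoparticle library 1 held 5815 FPKM of Ccl5 and libraries 2 and 3 held 1665 FPKM each, and without library 1 the log2 change was 8.79. Il1b (ENSMUSG00000027398) lies on the minus strand of chromosome 2, from 129364570 to 129371139. It rose from 8.10 ± 0.646 to 2787 ± 95.5 FPKM (SD, n = 3 each), a log2 change of 8.26 (SE 0.115, limma adjusted p = 2.0e-06). Il6 (ENSMUSG00000025746) lies on the plus strand of chromosome 5, from 30013114 to 30019981. It had 0, 0 and 3 recovered reads in the vehicle libraries, at or under the floor of 3 reads, and 312 ± 62.4 FPKM with nanoparticles (SD, n = 3). Against that floor Il6 was at least 5108-fold higher, and its fitted log2 change was 8.25 (SE 0.154, limma adjusted p = 5.8e-06). Ptgs2 (ENSMUSG00000032487) lies on the plus strand of chromosome 1, from 150100031 to 150108227. It was at 0.207 ± 0.0752 FPKM in vehicle and 380 ± 298 FPKM with nanoparticles (SD, n = 3 each), a log2 change of 8.03 (SE 0.492, limma adjusted p = 1.5e-04). For Ptgs2, nanoparticle library 1 held 723 FPKM and libraries 2 and 3 held 232 and 185 FPKM, and the log2 change without library 1 was 7.43. Cxcl2 (ENSMUSG00000058427) lies on the plus strand of chromosome 5, from 90903871 to 90905938. It rose from 6.78 ± 0.258 to 1602 ± 395 FPKM (SD, n = 3 each), a log2 change of 7.66 (SE 0.202, limma adjusted p = 1.4e-05).

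On the log2(FPKM + 1) scale, the largest fitted decreases under the same rule were smaller. All of these genes are protein coding, and in each of them nanoparticle library 1 was the lowest of the 6 libraries. Cdh1 (ENSMUSG00000000303) lies on the plus strand of chromosome 8, from 106603351 to 106670246. It fell from 34.9 ± 1.54 to 3.81 ± 2.56 FPKM (SD, n = 3 each), a log2 change of -3.10 (SE 0.474, limma adjusted p = 0.0038), with 0.857, 5.13 and 5.43 FPKM in nanoparticle libraries 1 to 3. Alox5 (ENSMUSG00000025701) lies on the minus strand of chromosome 6, from 116410077 to 116461178. It fell from 23.1 ± 0.429 to 1.99 ± 1.14 FPKM (SD, n = 3 each), a log2 change of -3.10 (SE 0.301, limma adjusted p = 7.1e-04). Trp53i11 (ENSMUSG00000068735) lies on the plus strand of chromosome 2, from 93187548 to 93201759. It fell from 22.7 ± 1.65 to 2.30 ± 1.39 FPKM (SD, n = 3 each), a log2 change of -2.95 (SE 0.351, limma adjusted p = 0.0015). Mrc1 (ENSMUSG00000026712) lies on the plus strand of chromosome 2, from 14229392 to 14332057. It fell from 56.3 ± 5.75 to 7.77 ± 4.08 FPKM (SD, n = 3 each), a log2 change of -2.84 (SE 0.396, limma adjusted p = 0.0027). Hr (ENSMUSG00000022096) lies on the plus strand of chromosome 14, from 70552212 to 70573548. It fell from 19.3 ± 1.14 to 2.16 ± 1.51 FPKM (SD, n = 3 each), a log2 change of -2.83 (SE 0.408, limma adjusted p = 0.0030). Without nanoparticle library 1 the log2 changes of Cdh1, Alox5, Trp53i11, Mrc1 and Hr were -2.52, -2.74, -2.53, -2.36 and -2.33.

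**Figure D2:**
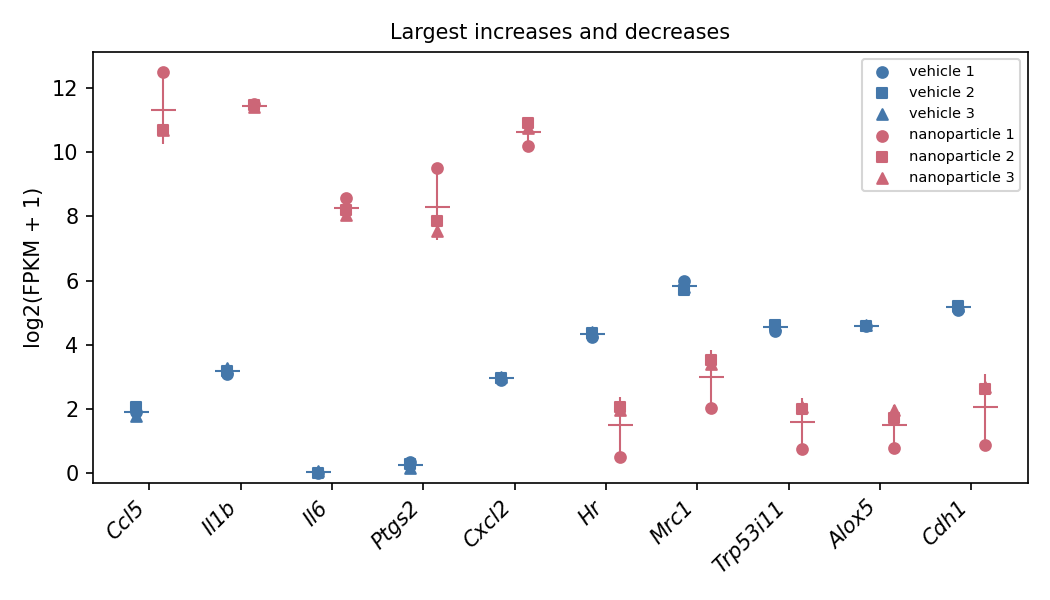
Expression as log2(FPKM + 1) on the y axis for the 5 genes with the largest increases and the 5 with the largest decreases on the x axis, one point per library (blue for vehicle, red for nanoparticle), with horizontal bars at the group means and vertical bars of 1 SD (n = 3). The groups do not overlap in any of the 10 genes, and the nanoparticle libraries spread most in genes such as Ccl5 and Cdh1, where library 1 stands apart.

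Fixed gene lists were tested with camera, a competitive test of whether the genes of a list rank apart from all other tested genes, with Benjamini-Hochberg adjustment over the 13 lists tested. Of these, 9 passed an adjusted p of 0.05. Under fry, a self-contained test, 8 of the 9 still passed, the glycolysis list did not, and the calcium handling list passed in addition (fry adjusted p = 0.0020). With camera's inter-gene correlation estimated per list only the inflammatory cytokine list passed. Other splits of the 6 libraries into 3 and 3 also gave lists past the camera threshold, 9 of them in 1 of the other 9 splits. Those splits mix the groups unevenly and keep part of the treatment difference, so they do not show what would pass without one. The type I interferon response list had a median log2 change of 4.31 (camera adjusted p = 1.4e-18), and all 23 of its genes were higher and past the threshold, over all genes tested and adjusted over the list alone. Isg15 went from 7.25 ± 0.536 to 1182 ± 215 FPKM (SD, n = 3 each), Cxcl10 from 0.531 ± 0.222 to 124 ± 6.06 FPKM and Zbp1 from 4.50 ± 0.369 to 85.4 ± 9.75 FPKM. The inflammatory cytokine list had a median log2 change of 4.49 (camera adjusted p = 1.3e-15), and 20 of its 21 genes passed over all genes tested and 21 adjusted over the list alone. With genes at the read floor set to their bounds, the list medians of log2 FPKM ratios were 4.97 for the interferon and 6.43 for the cytokine list.

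The maturation list, which holds costimulatory and migration genes of dendritic cells, had a median log2 change of 2.38 (camera adjusted p = 6.7e-11), with 17 of its 18 genes higher and past the threshold, over all genes and adjusted over the list alone. Cd40 rose from 1.25 ± 0.266 to 96.6 ± 9.28 FPKM, Ccr7 from 2.29 ± 0.469 to 112 ± 10.5 FPKM and Marcksl1 from 18.4 ± 1.25 to 220 ± 37.6 FPKM (SD, n = 3 each). The exception was Socs2, chosen here after its values were seen, with a log2 change of -0.39 (limma adjusted p = 0.1203). The MHC class I list had a median log2 change of 1.53 (camera adjusted p = 4.1e-07), with 12 of 15 genes past the threshold by both adjustments, all higher, among them Tapbp at a log2 change of 2.44, Psmb9 at 1.93 and Psme1 at 1.53. The MHC class II list did not pass. Its median log2 change was -0.35 (camera adjusted p = 0.341), 3 of its 12 genes passed over all genes tested and 2 adjusted over the list alone, and without nanoparticle libraries 1, 2 and 3 in turn the median was 0.15, -0.56 and -0.64. Ciita was lower with nanoparticles in all libraries (log2 change -1.26, SE 0.174, limma adjusted p = 0.0026), and Ifi30 was higher (log2 change 0.58, SE 0.172, limma adjusted p = 0.0445), a call that did not hold in several of the alternative settings.

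The cell cycle list had a median log2 change of -1.68 (camera adjusted p = 4.7e-13). All 23 of its genes had lower means with nanoparticles, 20 past the threshold over all genes tested and 22 adjusted over the list alone. Top2a fell from 13.4 ± 0.952 to 1.08 ± 0.195 FPKM, Aurkb from 6.87 ± 0.377 to 0.857 ± 0.161 FPKM and Aurka from 6.41 ± 0.305 to 1.15 ± 0.0325 FPKM (SD, n = 3 each). The lysosome list rose by a median log2 change of 0.36 (camera adjusted p = 0.0089), with 12 of 26 genes past the threshold, 13 adjusted over the list alone. Sqstm1 had the largest of its changes named here at 2.61, followed by Npc2 at 1.62 and Atp6v1h at 0.86. With scaling by total reads the median of this list was 0.02, against the median of -0.28 of all genes. The glycolysis list had a median log2 change of 0.61 (camera adjusted p = 0.0366), which was 0.26 without nanoparticle library 1. Pgk1 (log2 change 0.71, SE 0.181, limma adjusted p = 0.0255) was its single gene past the threshold over all genes, and 0 genes passed adjusted over the list alone.

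As the particles contain calcium, lists of calcium handling genes and of the unfolded protein response had been fixed as well, and neither passed under camera. The calcium handling list had a median log2 change of -0.18 (camera adjusted p = 0.341) over 26 tested genes, of which 3 were higher and 5 lower past the threshold, 6 adjusted over the list alone. Without nanoparticle library 3 its median was -0.10. Orai2 was higher (log2 change 1.45, SE 0.123, limma adjusted p = 4.5e-04), while Nfatc1 (6.20 ± 0.255 FPKM in vehicle and 2.60 ± 0.182 FPKM with nanoparticles, SD, n = 3 each, limma adjusted p = 5.9e-04) and Nfatc2 (log2 change -1.84, SE 0.102, limma adjusted p = 1.1e-04) were lower. The unfolded protein response list had a median log2 change of -0.23 (camera adjusted p = 0.724) over 19 tested genes and a median of 0.0054 without nanoparticle library 1. Its members went both ways, with 7 past the threshold, 8 adjusted over the list alone. Asns (5.07 ± 0.223 to 11.2 ± 1.26 FPKM, SD, n = 3 each) and Atf4 (log2 change 0.85) were higher, and Sesn2 (log2 change -0.89) was lower.

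Marker lists of other cells of bone marrow cultures served as a check of composition. In RNA of a whole culture, a change of such a list cannot separate a change of composition from a change of expression within the cells. The neutrophil list had a median log2 change of 1.34 (camera adjusted p = 0.0372), but only 6 of its 15 genes were expressed above the filter, of which 4 passed by both adjustments. With no filter on low values, over all genes of the list, the median was 0.13 (camera adjusted p = 0.0251). Lcn2 rose from 0.234 ± 0.102 to 50.4 ± 3.45 FPKM and S100a8 from 34.9 ± 1.32 to 83.1 ± 30.03 FPKM, while Mmp8 fell from 245 ± 14.5 to 130.0 ± 2.28 FPKM (SD, n = 3 each). The macrophage list did not move as a set (median log2 change -0.12, camera adjusted p = 0.523) although 9 of its 12 tested genes passed by both adjustments, 4 higher and 5 lower. Its median was -0.30 without nanoparticle library 1 and -0.08 without library 3. Cd14 was higher (log2 change 3.11) and Mrc1 was lower. The dendritic cell list had a median log2 change of -0.60 (camera adjusted p = 0.0372) over 9 tested genes, 6 past the threshold by both adjustments. Irf8 was higher (log2 change 1.19) and Clec10a lower (-2.15), and Cd209a, with 0, 2 and 0 recovered reads in the nanoparticle libraries, was at least 51.9-fold lower. Without nanoparticle library 1 the dendritic cell list was no longer past the threshold, at a median of -0.47. The mast cell and basophil list had 4 genes above the filter and was not tested as a list. Its member Hdc rose from 0.338 ± 0.139 to 12.5 ± 10.0 FPKM (SD, n = 3 each, log2 change 3.10, limma adjusted p = 0.0035), with 24.1 FPKM in nanoparticle library 1 and 6.69 and 6.76 FPKM in libraries 2 and 3. Gata2 of the same list was lower (log2 change -0.76, limma adjusted p = 0.0190). Kit (log2 change -0.31) and Cpa3 (0.25) were not past the threshold, so Hdc alone does not show a rise of these cells.

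**Figure D3:**
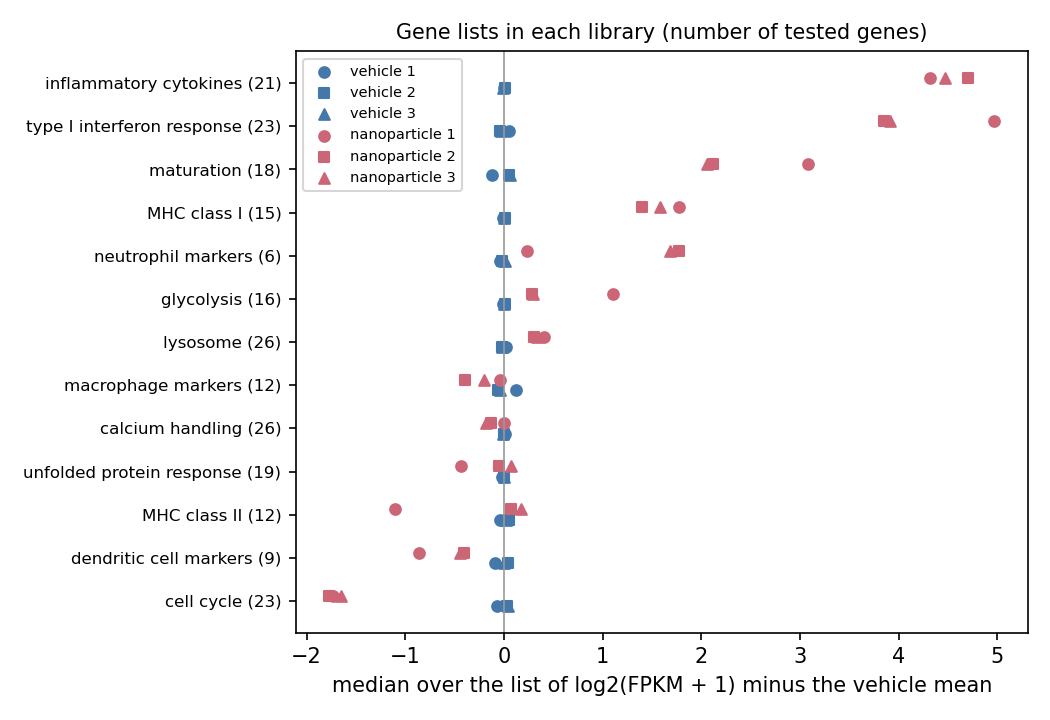
Median over each fixed gene list of log2(FPKM + 1) minus the vehicle mean (x axis) for each library, one point per library, blue for vehicle and red for nanoparticle, with lists on the y axis and the number of tested genes in parentheses. The interferon, cytokine and maturation lists lie above 0 and the cell cycle list below 0 in every nanoparticle library, and the MHC class II list is lower in nanoparticle library 1 than in libraries 2 and 3.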

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

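The number of genes past the threshold stayed within 1.5 times of 3550 under each alternative scaling, filter, pseudocount, trend removal and limma-voom. It ran from 3381 (no filter) to 4719 (total reads), and 0 genes called in both settings had opposite directions. For the filters that 0 carries no information, since they leave the log2 change of each gene unaltered. The scalings move most genes by a similar amount, so a reversal among called genes was unlikely there too. With scaling by total reads, 1109 genes were higher and 3610 lower in place of 1817 and 1733. The cause lies in that scaling itself, which moved the median log2 change of all genes to -0.28. Across the 6 fits that each left out 1 library, the count ran from 2141 to 6923 genes, the higher genes from 1114 to 3660 and the lower genes from 1027 to 3263. The top of each range came without nanoparticle library 1, and the bottom without vehicle library 3. The count of genes at least 2-fold changed was 1224 to 1865 over all settings.

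The inflammatory cytokine list kept its direction and its call in every setting run, and the maturation, interferon, MHC class I, lysosome and cell cycle lists did so in all but estimated-correlation camera. That test left 1 list past the threshold in place of 9, and the maturation (2.38), MHC class I (1.53), interferon (4.31), lysosome (0.36), glycolysis (0.61), cell cycle (-1.68), neutrophil (1.34) and dendritic cell (-0.60) lists were no longer past it. Under fry the calcium handling list (-0.18, adjusted p = 0.0020) passed and glycolysis (0.61, adjusted p = 0.104) did not. Over all settings adjusted p ran from 0.0020 to 0.682 for calcium handling and from 0.0062 to 0.590 for glycolysis. For these lists the cause was not tested.

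The dendritic cell list lost its call with total reads scaling (-0.86), no filter (-0.34), at least 10 reads in every library (-0.43), limma-voom (-0.81), a length trend removed (-0.44) and a minimum of 0.5 FPKM (-0.43), and the neutrophil list lost its call under limma-voom (1.505). The cause was not tested. Under the filter of 10 reads the neutrophil list had too few genes for a value, and with no filter its median was 0.13 in place of 1.34, still past the threshold, as its genes of low expression then counted. Across the fits that left out 1 library, the medians ran from -0.70 to -0.47 (dendritic cell, call lost without nanoparticle library 1), from 0.95 to 1.73 (neutrophil, call lost at 0.95 and 0.98 without nanoparticle libraries 2 and 3), from -0.64 to 0.15 (MHC class II) and from -0.32 to 0.0054 (unfolded protein response). The last 2 changed sign without nanoparticle library 1, to 0.15 and 0.0054, and passed the threshold in none of these fits.

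Libraries of both groups carry replicate numbers 1 to 3, but the deviations of same-numbered libraries from their group means correlated at 0.07, 0.11 and -0.06 across genes, so the numbers were not taken as pairs. With the replicate number as a block, 2785 genes were past the threshold (1451 higher, 1334 lower), 2735 of them among the 3550, and 9 lists passed. Under fry with the block the calcium handling list passed (-0.18, adjusted p = 0.0137) and glycolysis did not (0.61, adjusted p = 0.179), as without the block.

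Of 728 values of the 43 named genes in the alternative settings, 21 changed side, all 21 of them weaker and 0 reversed, and they belonged to 3 genes, Pgk1, Ifi30 and S100a8. Tests in DESeq2 and edgeR were not run, since the deposited values are not counts, and the planned use of DESeq2 size factors coincides with the scaling already in the values. Depth limits the fold changes of genes with no more than 3 reads in a group, such as Il6 in vehicle, to bounds.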

Other observations

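The tests of splits, of length and GC trends between the groups, of cell types and of the cytokine list were chosen after the results they bear on had been seen, while those on the hypoxia and oxidative stress lists, the histones, the single scaling factor and the size of the response were set out before their values were computed, for patterns already seen.

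Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes past the threshold as the real one, namely the real split, and the other 9 gave 0. With 10 splits the share cannot fall under 0.1. For the gene lists, 2 of the 10 splits gave as many lists past the camera threshold, and 7 or more lists passed in 6 of the other 9 splits. Each of those 9 splits mixes the groups unevenly and so keeps part of the treatment difference, while the rest of it adds to the spread. They therefore cannot show how many genes or lists would pass without a treatment effect. Camera's adjusted p-values also rest on the fixed inter-gene correlation, and with it estimated per list only the inflammatory cytokine list passed. They are better read as ranks of lists than as error rates. Removing a gene length trend per library gave 3885 genes past the threshold, and removing a GC trend gave 3709, of which 3158 and 3410 were among the 3550, which argues against either trend as the whole cause.

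Nanoparticle library 1 holds 1257 genes more than 2-fold from the other nanoparticle libraries, 479 higher and 778 lower. After removal of a length trend per library 977 genes were that far apart, 791 of them among the 1257, and after removal of a GC trend 1225 were, 1114 of them among the 1257. Both counts stay above the 337 genes of nanoparticle library 3, which argues against either trend as the whole cause, while a length trend as part of it stays open. No single scaling factor of 81 tried brought the number under 1242. A uniformly stronger form of the same response was argued against: of the 1445 genes that nanoparticle library 2 moved more than 2-fold from vehicle, 65.1% moved further the same way in library 1 than in library 3, and the share was 56.5% for the 1606 genes moved by library 3 when compared with library 2. An excess of neutrophils in library 1 was argued against by the tested neutrophil markers, whose median log2 difference to the other nanoparticle libraries was -0.49, with S100a8 at 50.1 FPKM in library 1 against 90.3 and 109 FPKM. Fewer neutrophils in library 1 than in libraries 2 and 3 was not tested and stays open. S100a9 (0.352 against 13.2 and 10.2 FPKM) and Mmp9 (9.33 against 39.5 and 34.5 FPKM) were lower there. Csf3r was higher (4.90 against 3.85 and 3.87 FPKM). Macrophages in library 1 stay open. The median difference of their markers was 0.26, but Cd68 (589 against 434 and 426 FPKM) and C1qb (64.8 against 93.6 and 124 FPKM) moved apart, and these genes also respond to treatment.

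A candidate explanation for part of the difference is a low-oxygen response in library 1, a hypothesis raised by Vegfa, Egln3, Hilpda, Bnip3 and Ero1l. Vegfa stood at 54.0 FPKM in library 1 and at 5.54 and 4.89 FPKM in nanoparticle libraries 2 and 3, against 5.83 to 7.73 FPKM in vehicle. On 15 further hypoxia genes that had not been looked at, and of which 0 are in a fixed list, the median log2 difference of library 1 to the other nanoparticle libraries was 0.67, with 11 of 15 higher, at percentile 99.99 of 10000 random lists matched on mean expression. This describes 1 library. Whether it reflects culture density, handling, particle dose or another response that shares these genes was not tested. The labels give no batch, dose or handling difference for this library.

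The rise of the inflammatory cytokine list was set against the levels of neutrophil markers, which argue against neutrophils in the nanoparticle cultures as its source. Over 15 neutrophil markers, the median of the highest nanoparticle library was 1.99 FPKM, and the most abundant neutrophil marker there apart from Mmp8, which fell, was S100a8 at 109 FPKM, far under the 2787 FPKM of Il1b. Scaling did not account for it either, as the list median was 4.15 with scaling by total reads. Bacterial ligand carried by the particle preparation cannot be told apart from an effect of the particles, since the interferon list (median log2 change 4.31) rose together with the cytokines and the labels give no treatment with particles freed of such ligand. An effect of the particles themselves stays among the open explanations, untested.

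Among the most abundant genes, Fth1 took 1.71%, 1.63% and 1.59% of reads in the vehicle libraries and 2.64%, 2.76% and 2.87% in the nanoparticle libraries. Its log2 change was 1.09 (limma adjusted p = 0.0184). A candidate explanation is an oxidative stress response, which was tested on 16 other genes of that response, of which 0 are in a fixed list. Their median log2 change was 0.70, 14 of 16 were higher, and 7 passed the threshold over all genes, not all of them higher. Nqo1, Gclm, Gclc and Ftl1 did not pass it (limma adjusted p = 0.198, 0.885, 0.117 and 0.288). The list was past the threshold in limma's camera at the fixed inter-gene correlation (adjusted p = 0.0082 over the 13 fixed lists tested and this one). Camera with an estimated correlation was not run for it. Hmox1 lay between 276 and 281 FPKM in the vehicle libraries and between 768 and 1113 FPKM in the nanoparticle libraries, while Slc40a1 and Osgin1 were lower past the threshold. Inflammatory signals raise ferritin as well, and this was not separated from oxidative stress.

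The mitochondrial ribosomal RNA share was 0.117%, 0.109% and 0.110% in vehicle and 0.506%, 0.212% and 0.224% in nanoparticle libraries, without a rise in the share of all mitochondrially encoded genes. Weaker selection of polyadenylated RNA in the nanoparticle libraries stays open as a source. Histone genes, most of whose transcripts lack a poly(A) tail, took 222, 218 and 232 RPM (reads relative to the library total) in vehicle and 320.1, 252 and 282 RPM in nanoparticle libraries over 55 genes, against the fall of the cell cycle list. The share of small nuclear, nucleolar and related RNA did not rise, with means of 0.0394% ± 0.00989 in vehicle and 0.0324% ± 0.00567 with nanoparticles (SD, n = 3 each, exact permutation p = 0.3). These go in different directions, and the small RNA share is low enough that size selection of the library could hide a change.

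The 808 genes at least 2-fold higher and past the threshold took 7.07% to 7.19% of recovered reads in the vehicle libraries and 29.2%, 21.3% and 20.8% in nanoparticle libraries 1 to 3. These genes were chosen because they rose, and whether they set the difference between the scalings was not tested. Library 1 has the largest such share but the lowest recovered reads per unit of scale of the nanoparticle libraries (1.09 against 1.12 and 1.14).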
